A study of Arabidopsis thaliana with 12 samples. Its data were reported in "Dynamics of chromatin accessibility and gene regulation by MADS-domain transcription factors in flower development" (2014).

How the data were processed

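Inflorescences of Arabidopsis plants carrying pAP1:AP1-GR in the ap1 cal double mutant were profiled with a custom Agilent 2-colour expression array. In these plants the floral regulator APETALA1 is fused to a glucocorticoid receptor domain, so that it becomes active when dexamethasone (DEX) is applied and the cauliflower-like meristems start to form flowers in near synchrony. Per the labels, tissue was collected before induction (day 0) and at 2, 4 and 8 days after the first of the daily treatments, in 4 biologically independent sets, which makes 16 RNA extracts. Each of the 12 arrays carried extracts of 2 time points from the same set: day 0 with day 2, day 2 with day 4, or day 4 with day 8. The later day was labelled with Cy5 in replicate sets 1 and 3 and with Cy3 in replicate sets 2 and 4. The day 2 and day 4 extracts were each hybridised on 2 arrays, and days 0 and 8 never shared an array. According to the methods of the study, the uninduced tissue had received a mock solution and was collected directly afterwards. The later days were treated daily at 4 h after lights on, with collection at 8 h after lights on. The labels describe the uninduced tissue only as collected before induction, and none of the 12 arrays holds a mock-treated sample of a later day.

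The deposited series table holds the authors' log10 ratios of Cy5 over Cy3 for each probe and array, background subtracted and dye normalised by the scanner software. The deposited scanner files were written by Feature Extraction 10.5.1.1 per the file headers and give, for every spot, processed and median pixel intensities of both channels, the intensity of the local background, a log10 ratio and quality marks. The array was designed on TAIR8 gene models and held 43635 probes other than controls, for 28327 loci. Gene symbols were taken from a TAIR10.1 gene table, which matched 99.3% of the 20906 loci tested. Because the builds differ, no coordinates are given. The study combined replicates in other software with an error model, and that software was not used here.

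The scanner file of each array was compared with its column of the series table. On 10 arrays more than 99.9% of probes had the same log10 ratio within a tolerance of 0.0001. On the arrays of replicates 3 and 4 of the day 0 to day 2 comparison, 16.3% and 20.2% of probes did, and the correlation across all probes was 0.314 and 0.271. The values planned before the data were examined, normexp background correction and loess of the scanner intensities, would have needed these 2 files. The series table was used for all 12 arrays instead, a choice made after this mismatch was seen, and the planned processing was kept as an alternative. Marks of the scanner software for these 2 arrays were not used, so that detection at day 0 rests on replicates 1 and 2. The design, the tests, the list of genes, the gene sets, the rule for named genes and most of the alternatives were fixed before the data were examined.

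The ratios were turned to later over earlier day and converted to log2. Probes were kept when they were marked well above background in at least 50% of the channels of at least 1 time point, which left 28246 probes, of which 1157 had no locus name. Within these, 683 spots that the software marked as non-uniform or as population outliers were left out. Before the filter, replicate 2 of day 4 to day 8 had 1335 probes with such marks, against 14 to 104 on the other matching arrays. The share of probes marked well above background was between 55.7% and 73.6% per channel. The array with the most marked probes had 66.5% and 73.6%, and no channel of another array exceeded 63.4%. No depth can be given for intensities, and the number of arrays limits the precision.

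Changes were estimated with limma 3.58.1 in R 4.3.3, with 1 coefficient for each step, a probe-specific dye term, and moderated statistics with an intensity trend. Standard errors given with n are those of this model, which pools the spread over the 12 arrays (8 residual degrees of freedom, 12.0 after moderation). The change from day 0 to day 8 was the sum of the 3 steps. Change over the series was tested with the moderated F statistic. Adjusted p-values are those of Benjamini and Hochberg within a comparison. A probe was called at an adjusted p below 0.05 and a change of at least 1.8-fold, a gene when at least 1 of its probes was called, and genes with probes called in both directions were counted apart. Of the loci, 3661 had several probes, and values for single genes come from the brightest probe. Arrays were treated as independent, although neighbouring steps share extracts. The estimated correlation between arrays that share an extract was -0.0909 for ratios of later over earlier day, since the extract is on opposite sides of the 2 ratios.

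The share of probes beyond 1.8-fold on each array was compared between steps with exact two-sided permutation tests, adjusted over 3 pairs. Correlations between steps were computed across probes, which are not independent replicates, and set beside 100 simulated sets of unchanged probes with the same array layout. Gene sets were tested with camera, two-sided, over 5 sets and 3 steps, with fry and camera with an estimated correlation beside it. The sets were GRF genes, floral MADS genes, and, as checks, clock genes, touch genes and mitotic genes. Genes changed over the series were partitioned by k-means into 6 clusters with 100 starts, as a description without a test. For camera, array weights and generalised least squares, missing spots were filled with fitted values. Besides the fixed list and the sets, the named genes of each step were the 3 largest increases and the 3 largest decreases among called genes well above background and unsaturated in every channel used and changed the same way on 4 of 4 arrays. The WRKY, GST, ERF and CML families were examined only after the most changed genes had been seen.

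The alternatives covered the background correction, the normalisation, the dim-probe filter, outlier spots, the dye term, a dye term per slide, array weights, shared extracts, averaging of probes, thresholds, the number of clusters, a separate-channel fit without the replicate block, single steps and leaving out each replicate set. The scanner files hold median and not mean spot intensities, so that normexp with an offset of 50 was run on medians, which departs from the plan. It gave implausibly few genes at first, because a few spots had a very high local background, up to 463323. In the 10 matching arrays, 138 spots on 6 arrays exceeded 10 times the median background of their array and were set to that median, a repair made after the first counts were seen. Counts with every background as deposited are given beside it.

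The model was tested on simulated data for the 28246 probes with 200 changed probes per step. Noise was independent and normal with the spread that the model had fitted to each probe, and changes were 2-fold, 3-fold or 4-fold. Shared extracts and shifted array medians were not simulated, so the test checks the model only under its own assumptions. It recovered 91.0% of them for day 0 to day 2, 87.5% for day 2 to day 4 and 88.5% for day 4 to day 8, with 2, 2 and 3 wrong calls respectively and 0 in the wrong direction.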

Results

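Transcript levels were measured on 12 arrays with 2 colours in inflorescences of pAP1:AP1-GR ap1 cal plants, in which APETALA1 activity is switched on by dexamethasone. The arrays fell into 3 comparisons of consecutive time points, day 0 to day 2, day 2 to day 4 and day 4 to day 8, with 4 arrays each, 1 from each of 4 replicate sets. Between 55.7% and 73.6% of the probes were well above background per channel, and no probe was marked as saturated. Of 28327 loci on the array, 20906 were tested with 28246 probes. All changes are given on the log2 scale as later over earlier day, with the standard error of the limma model and the number of arrays. Ratios were those of the authors' series table. In the day 0 to day 2 comparison the scanner files of replicates 3 and 4 did not match that table, so that no spot of these 2 arrays was checked against its scanner marks.

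The first comparison asked which genes responded within 2 days of APETALA1 activation. Between day 0 and day 2, 3049 genes were called, of which 1832 were higher and 1215 lower at day 2, and 2 had probes called in both directions. The called genes that were higher made up 60.1%. The median change of all probes was -0.11. The 12 scanner files as deposited gave the lowest count of the alternatives, 626 genes, and dropping the fold minimum gave the highest, 10718 genes, of which 35.6% were higher, or 52.1% after the median of each array was set to 0. With normexp and loess on the 10 arrays whose files match, the count was 1462. The estimates from replicates 1 and 2 correlated with those from replicates 3 and 4 across probes at r = 0.942. The largest increases by the rule for named genes were in AT3G16530 (9.10 ± 0.29, SE, n = 4, adjusted p = 5.71e-10), AGC2-1 (AT3G25250, 8.40 ± 0.22, SE, n = 4, adjusted p = 1.79e-10) and GSTF7 (AT1G02920, 8.13 ± 0.29, SE, n = 4, adjusted p = 1.12e-09). The largest decreases were in AT1G70270 (-3.28 ± 0.24, SE, n = 4, adjusted p = 3.70e-07), AT4G17990 (-2.89 ± 0.28, SE, n = 4, adjusted p = 5.08e-06) and AT1G77145 (-2.85 ± 0.43, SE, n = 4, adjusted p = 0.000176). Each of these 6 genes changed in the same direction on 4 of 4 arrays, which the rule required, so this is no separate evidence. The 3 decreases were not called with the 12 scanner files as deposited (-0.82, -0.90 and -0.32).

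The second comparison asked what changed from day 2 to day 4. It gave the fewest called genes of the 3 steps, 1911, of which 702 were higher and 1209 lower at day 4, so that 36.7% were higher. The median change of all probes was 0.06. With no fold minimum, 57.4% of the called genes were higher, or 46.5% after this centring. Replicates 1 and 2 against replicates 3 and 4 gave r = 0.863 across probes. The largest increases were in AT5G62280 (4.15 ± 0.39, SE, n = 4, adjusted p = 9.80e-06), WOX1 (AT3G18010, 3.38 ± 0.25, SE, n = 4, adjusted p = 1.83e-06) and PIP2B (AT2G37170, 3.03 ± 0.27, SE, n = 4, adjusted p = 6.14e-06). The largest decreases were in ERF1 (AT3G23240, -5.26 ± 0.36, SE, n = 4, adjusted p = 1.12e-06), MAPKKK19 (AT5G67080, -4.96 ± 0.23, SE, n = 4, adjusted p = 1.46e-07) and AOX1D (AT1G32350, -4.85 ± 0.31, SE, n = 4, adjusted p = 6.49e-07). All 6 changed in the same direction on 4 of 4 arrays, as the rule for named genes required. The 3 genes that decreased had risen in the preceding interval, by 7.93 (ERF1), 4.92 (MAPKKK19) and 8.26 (AOX1D).

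The third comparison covered the interval in which floral organs differentiate, day 4 to day 8, which is longer than the other intervals. It gave 3821 called genes, of which 2657 were higher and 1163 lower at day 8, and 1 was called in both directions. The higher genes made up 69.5%. The median change of all probes was -0.09. With no fold minimum, 12555 genes were called, and 40.8% of them were higher, or 50.7% after centring. Replicates 1 and 2 against replicates 3 and 4 gave r = 0.884. The largest increases were in LEA7 (AT1G52690, 7.45 ± 1.04, SE, n = 4, adjusted p = 7.27e-05), NIT2 (AT3G44300, 7.25 ± 0.80, SE, n = 4, adjusted p = 1.08e-05) and AT3G02480 (6.42 ± 0.65, SE, n = 4, adjusted p = 5.36e-06). The largest decreases were in FTM1 (AT1G43800, -5.41 ± 0.27, SE, n = 4, adjusted p = 4.33e-08), AT1G12805 (-4.16 ± 0.25, SE, n = 4, adjusted p = 1.40e-07) and AT3G59270 (-3.38 ± 0.16, SE, n = 4, adjusted p = 2.79e-08). Again all 6 changed in the same direction on 4 of 4 arrays, as the rule for named genes required.

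**Figure D1:**
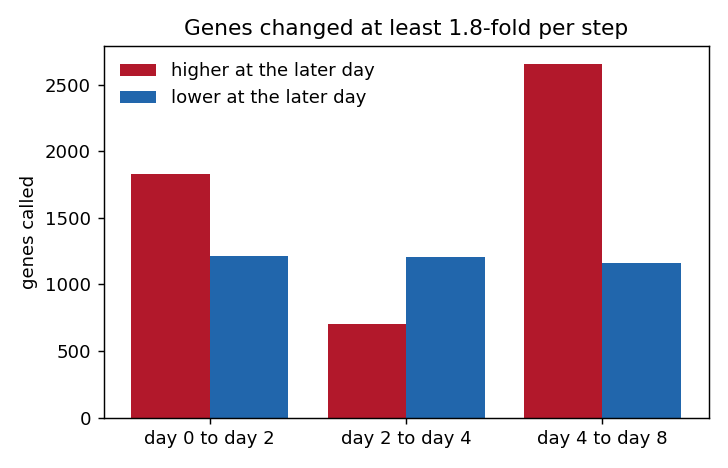
Number of genes called at each step (vertical axis), split into genes higher and lower at the later day. Higher genes outnumbered lower genes from day 0 to day 2 (1832 and 1215) and from day 4 to day 8 (2657 and 1163), whereas lower genes were more numerous from day 2 to day 4 (702 higher and 1209 lower).

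Over the whole series 5630 genes were called by the F test, and 5726 genes were called in at least 1 step. In all 3 steps 759 genes were called. From day 0 to day 8, a contrast that no array measured directly, 5728 genes were called, of which 3202 were higher and 2524 lower. This balance depended on the threshold. Without the fold minimum 4542 were higher and 6373 lower, although 53.6% were higher after centring. A test against 1.2-fold gave 3394 higher and 3611 lower. Of the 1832 genes higher at day 2 than at day 0, 988 (53.9%) were lower again at day 4, and 94 rose further. These 988 genes made up 81.7% of the 1209 genes that decreased from day 2 to day 4, and 584 of the genes that rose and then fell rose again by day 8. Of the 1215 genes that decreased by day 2, 157 (12.9%) increased by day 4.

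Across probes, the changes from day 0 to day 2 and from day 2 to day 4 were negatively correlated (Pearson r = -0.642, Spearman rho = -0.380, 28246 probes). Because the day 2 extracts were on both groups of arrays, unchanged probes simulated with the same layout gave a mean r of -0.0923, with a range of -0.128 to -0.0607 over 100 draws. Between arrays of different replicate sets, which share no extract, the mean r was -0.540 (12 pairs of arrays, range -0.603 to -0.489). Processing the 12 scanner files as deposited moved the correlation most, to -0.760, but this value includes the 2 files that do not match the series table. As Cy5 over Cy3, the file of day 0 to day 2 replicate 4 correlated at 0.660 with day 2 to day 4 replicate 1. Only the former is turned in sign, which by itself makes r more negative, so -0.760 is no independent check. For day 2 to day 4 with day 4 to day 8, r was -0.177 and rho -0.0792, against a simulated range of -0.130 to -0.0574, and between arrays of different sets r ranged from -0.345 to 0.0510. Changes from day 0 to day 2 and from day 4 to day 8 were positively correlated (r = 0.402, rho = 0.337). Probes are not independent replicates, so that no p-value is given for these 3 correlations.

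**Figure D2:**
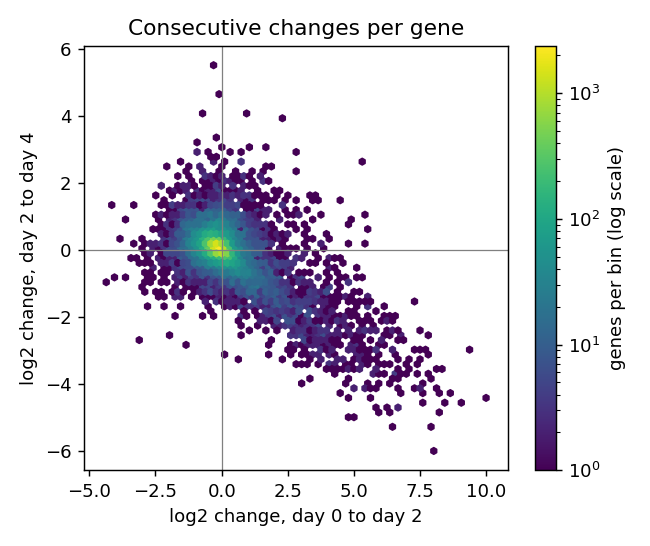
Change from day 0 to day 2 (horizontal axis) against change from day 2 to day 4 (vertical axis), both log2, for the brightest probe of each gene, with colour giving the number of genes per bin on a log scale. Genes with large increases at the first step lie mostly under 0 at the second.

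The extent of change differed between the steps. The last step covers a longer interval than the others, and no share was scaled by time. On each array, 18.2% ± 1.34 of probes (SD, n = 4) differed by at least 1.8-fold from day 0 to day 2, 13.0% ± 0.360 (SD, n = 4) from day 2 to day 4 and 21.1% ± 2.18 (SD, n = 4) from day 4 to day 8. All 3 differences between steps, -5.19, 8.09 and 2.91 percentage points, had an exact permutation p of 0.0286 (two-sided, 4 against 4 arrays, adjusted p = 0.0286), the smallest that 70 splits allow. This test exchanged arrays freely, although each step holds the same 4 replicate sets and neighbouring steps share extracts. It may therefore overstate the evidence, and a test that keeps this pairing was not run. Processing the 12 scanner files as deposited moved the first difference most and reversed it, to 0.555 points, while normexp with median centring on 10 arrays left it at -0.520 points. The scanner files of the first comparison came from a slide of their own, and slide and comparison cannot be separated there.

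Among 33 genes that the study discusses, fixed as a list beforehand, 9 were called from day 0 to day 2 (6 higher, 3 lower), 12 from day 2 to day 4 (12 higher) and 11 from day 4 to day 8 (7 higher, 4 lower). Adjusted over the list alone the counts were 9, 12 and 11. The study picked part of the list from these arrays, so that the counts are not independent evidence. Processing the 12 scanner files as deposited moved the first count most, to 0, with 7 at the second step. The floral homeotic genes AP3 (5.41 ± 0.12, SE, n = 4, adjusted p = 4.47e-11), SEP3 (3.19 ± 0.10, SE, n = 4, adjusted p = 3.05e-10) and AG (2.88 ± 0.10, SE, n = 4, adjusted p = 1.12e-09) increased most from day 0 to day 2, on 4 of 4 arrays each. They increased further to day 4, by 1.05 for AP3, 1.27 for SEP3 and 1.02 for AG, although replicate 2 gave 0.44 for AP3 and 0.50 for AG. SEP3 rose again from day 4 to day 8 (0.90, on 4 of 4 arrays), a call lost in 2 alternatives (0.83 and 0.92). SEP2 rose at each step, by 1.31, 0.92 and 0.91, although 2 alternatives lost the call from day 2 to day 4 (0.79 and 0.92) and 2 that from day 4 to day 8 (0.76 and 0.81). SEP1 rose by 0.96 and then by 0.87, the former call being lost in 2 alternatives (0.18 and 0.74) and the latter in 7 (0.78 to 0.83), among them without replicate 1 (0.81). PI rose by 0.89 at the first step, a call lost in 3 alternatives (0.33 to 0.84), among them without replicate 2 (0.84).

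SAP, AIL6, CAL and STM decreased most at the last step. From day 4 to day 8, SAP changed by -2.15 ± 0.17 (SE, n = 4, adjusted p = 9.24e-07), AIL6 by -1.12 ± 0.12 (SE, n = 4, adjusted p = 1.17e-05), CAL by -1.10 ± 0.07 (SE, n = 4, adjusted p = 1.17e-07) and STM by -1.06 ± 0.07 (SE, n = 4, adjusted p = 1.68e-07), each lower on 4 of 4 arrays. AIL6 fell short of 1.8-fold in 4 alternatives, at -0.71 with loess without background correction, -0.71 with normexp and median centring, and -0.67 with normexp and loess, on 10 arrays and on the 12 scanner files. SAP was also lower at day 2 than at day 0 (-0.90), but not called in 8 alternatives (-0.83 to -0.32), among them without replicate 4 (-0.75). CAL and STM were lower at day 2 on 4 of 4 arrays too, by less than 1.8-fold (-0.72 and -0.53). AP1 itself changed by 0.31, 0.14 and -0.34 at the 3 steps and was not called. It cannot be said from the files whether its probe also measured the AP1-GR transgene.

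Genes with later functions in organ formation rose from day 2. From day 2 to day 4 and from day 4 to day 8, CRC changed by 2.92 and 3.18 (SE 0.21), TGA9 by 2.94 and 2.65 (SE 0.17), SHN1 by 2.35 and 4.18 (SE 0.21) and NGA3 by 2.48 and 1.96 (SE 0.21), higher on 4 of 4 arrays at both steps, with adjusted p-values between 9.19e-06 and 4.46e-08. At the first step, TGA9 changed by 0.79 and CRC by -0.52, neither of them called, SHN1 by -0.78, not called, and NGA3 by -0.89, a call lost in 10 alternatives (-0.84 to -0.21), among them without replicate 4 (-0.58). FIL rose by 0.97 from day 2 to day 4. AS2 was called as higher at the same step on 3 arrays, with values between 0.76 and 1.23, but not when an outlier spot was kept (0.29) or in the separate-channel fit (0.44). SHP2 rose by 1.48 from day 4 to day 8. Of the GRF genes, GRF8 rose by 1.78 ± 0.08 (SE, n = 4, adjusted p = 1.04e-07) from day 2 to day 4, and GRF6 decreased from day 0 to day 2 (-1.25 ± 0.17, SE, n = 4, adjusted p = 6.09e-05). The reference genes ACT2 and GAPA were not called in any of 6 tests, and the largest change was 0.36.

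**Figure D3:**
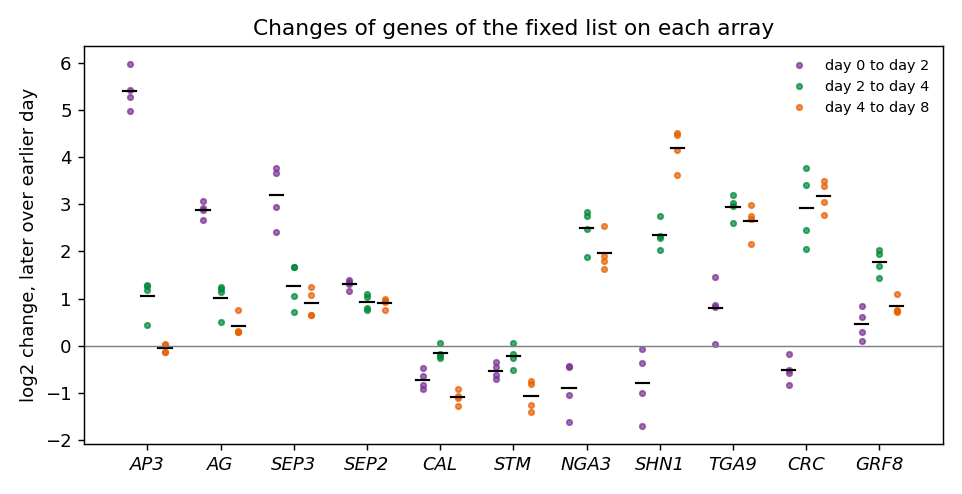
Log2 change, later over earlier day (vertical axis), of 11 genes of the fixed list, with 1 point for each of the arrays of a step and a black line at the limma estimate. AP3, AG and SEP3 changed most at the first step, whereas CRC, TGA9, SHN1 and NGA3 rose at the later steps.

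Of 15 tests of gene sets, 7 were called by camera. With the 12 scanner files as deposited the number was 7 as well, but floral MADS genes were not called from day 0 to day 2 and GRF genes were. Without the filter on dim probes, and without replicate 1, floral MADS genes were also called from day 4 to day 8, which made 8. Floral MADS genes were higher at day 2 (median 1.31, 7 of 7 genes, adjusted p = 2.86e-07) and again at day 4 (median 0.92, 7 of 7 genes, adjusted p = 2.41e-05), while the median of 0.42 at the last step was not called (adjusted p = 0.0593). Touch genes, included as a check on handling, rose by a median of 3.10 from day 0 to day 2 (6 of 7 genes, adjusted p = 9.22e-05), changed by -1.93 from day 2 to day 4 (1 of 7 genes higher, adjusted p = 0.000145) and rose by 1.90 from day 4 to day 8 (7 of 7 genes, adjusted p = 0.00305). Mitotic genes were lower at day 8 than at day 4 (median -0.94, 0 of 11 genes higher, adjusted p = 4.35e-05). GRF genes were higher at day 4 than at day 2 (median 0.31, 9 of 9 genes, adjusted p = 0.00103). Clock genes were not called at any step. From day 0 to day 2 the clock genes had a median of -0.03, a mean of 0.11 and an upward camera direction, and the mitotic genes a median of -0.06, a mean of -0.01 and an upward direction. All 7 calls held under fry, which made 10 calls. With the correlation estimated by camera from the data 0 tests were called, 3 had an unadjusted p below 0.05, and the lowest adjusted p was 0.180.

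K-means divided 5427 genes with a changed brightest probe into 6 groups, which held 80.4% of the variance between them. With 5 groups this share was 77.4% and with 7 groups 82.8%. The first group (294 genes, among them AG, AP3 and SEP3) had a mean change from day 0 of 4.98 ± 0.29 at day 2, 3.24 ± 0.18 at day 4 and 5.79 ± 0.40 at day 8 (SD, n = 4 sets). The second (624 genes, among them CRC, GRF8, NGA3, SEP1, SEP2, SHN1 and TGA9) rose late on average, from 0.72 ± 0.25 at day 2 and 1.21 ± 0.06 at day 4 to 3.87 ± 0.16 at day 8 (SD, n = 4 sets). Group means do not give the course of each member. From day 2 to day 4 AG, AP3 and SEP3 rose (1.02, 1.05 and 1.27), whereas the mean of their group fell. SEP1 and SEP2 rose most from day 0 to day 2 (0.96 and 1.31). Group 3 (648 genes) peaked on average at day 2, at 2.74 ± 0.25 against 1.26 ± 0.13 at day 4 and 2.26 ± 0.30 at day 8 (SD, n = 4 sets). In replicate set 1 it was higher at day 8 (2.59) than at day 2 (2.45). This group held no gene of the fixed list. Group 4 (1870 genes, with AS2, FIL, PI and SHP2) reached 1.29 at day 8. Group 5 (1504 genes, with AIL6, CAL, GRF6 and STM) was at -0.96 and group 6 (487 genes, with SAP) at -2.50 at day 8.

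**Figure D4:**
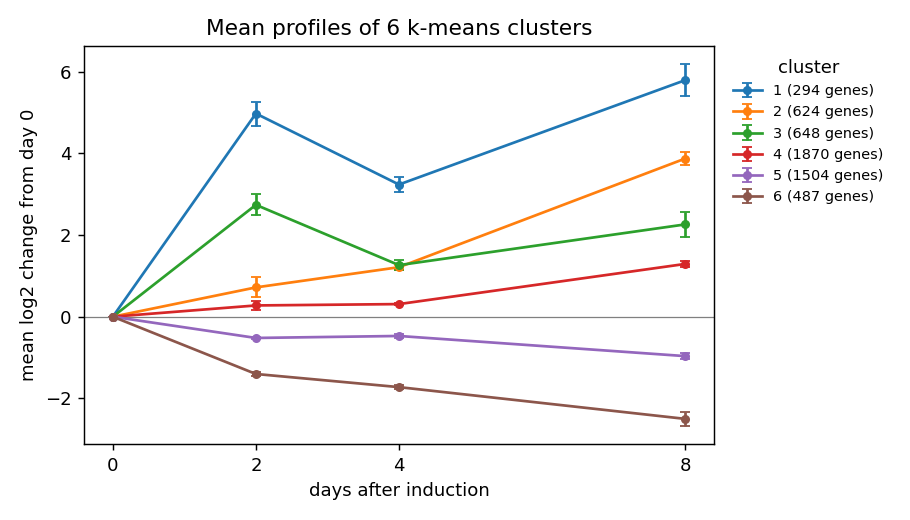
Mean log2 change from day 0 (vertical axis) of 6 k-means groups of genes against days after induction, with error bars for the SD over 4 replicate sets and the change at day 0 set to 0. The first group lies at 4.98 at day 2, at 3.24 at day 4 and at 5.79 at day 8, and the sixth at -2.50 at day 8.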

Values the study reported

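The study described an array with probes for 28,327 annotated genes and inflorescence tissue from approximately 25 plants for each sample, in independent sets. Genes were taken as differentially expressed at a Benjamini and Hochberg adjusted P value below 0.05 together with an absolute fold change of 1.8, and were partitioned with k = 6. Every gene of the GRF family was reported as bound by SEP3 at an FDR below 0.001.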

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

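The tests of extracts shared between arrays, of a weak array and of a mislabelled extract were chosen only after the results they bear on had been seen. The other tests in this part were set before their results were seen.

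Within groups of 4 arrays, 52 sets of values were examined for an array far from the other 3, and 3 stood out, against about 1 in 20 by chance alone. The share of probes beyond 1.8-fold from day 4 to day 8 was 24.3% in replicate 1, against 19.7% to 20.4% in the other replicates. Without replicate 1, 3562 genes were called at this step instead of 3821, the difference in share from day 2 to day 4 was 7.11 points, and that from day 0 to day 2 fell from 2.91 to 1.30 points. From day 2 to day 4, replicate 2 gave 0.44 for AP3, against 1.19 to 1.29 on the other arrays, and 0.50 for AG, against 1.14 to 1.24. Without replicate 2 the changes were 1.21 for AP3 and 1.16 for AG, both still called. The AP3 and AG values are from the same array, which carried day 2 and day 4 extracts of the same set. It gave the lowest value for 6 of 7 floral MADS genes, all but SEP4 (0.36, the highest), with 0.08 for PI against 0.51 to 0.85 and 0.71 for SEP3 against 1.04 to 1.67. The median of these genes was 0.50 in replicate 2 and 0.82 to 1.07 in the others. AP1, which is not in the set, was at -0.27 against 0.17 to 0.33. A weak array is argued against, since 12.7% of its probes lay beyond 1.8-fold, and 12.6% to 13.3% on the others. Its extracts were also on the neighbouring arrays of the set. A low day 4 extract would raise replicate 2 from day 4 to day 8. There AP3 was at -0.13 against -0.12 to 0.03, and AG at 0.29 against 0.30 to 0.77, on an array with more outlier-marked probes than any other matching array. A high day 2 extract would raise it from day 0 to day 2. There AP3 was at 4.96 against 5.28 to 5.97, and AG at 2.88 against 2.66 to 3.07. SEP2 (1.40) and SEP4 (0.24) were highest there. For AP3 and AG this argues against a mislabelled extract used on both arrays, but not against a mix-up on this array alone. A different stage of the plants of this set was not tested. No technical or biological explanation was tested for the share in replicate 1.

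Of 10 tests of whether a gene set changed differently in consecutive steps, 6 passed an adjusted p of 0.05 by camera, a test with a preset correlation between genes. Touch genes differed by a median of -4.62 between day 2 to day 4 and day 0 to day 2 (adjusted p = 3.94e-05), and by 3.90 between day 4 to day 8 and day 2 to day 4 (adjusted p = 0.000124). GRF genes differed by 0.63 (adjusted p = 0.0104) and by -0.69 (adjusted p = 0.00430) in the same order. Floral MADS genes rose less from day 2 to day 4 than from day 0 to day 2 (-0.39, adjusted p = 0.000598). Mitotic genes differed by -0.98 between day 4 to day 8 and day 2 to day 4 (adjusted p = 0.000158). Consecutive steps have extracts in common, which pulls their estimates apart. Across all probes this was not enough to account for the opposite changes of the first 2 steps, since arrays of different replicate sets, with no extract in common, gave a mean correlation of -0.540. Whether it contributes to the difference in each set was not tested. For the touch genes, a response to handling or to the treatment stays open. Their median rise of 3.10 at the first step is part of the difference itself, so it does not test such a response. The development of the flower, which the design names, stays open for all of these sets and was not tested against a response to handling or treatment.

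Among the 1157 probes without a locus name, 318 changed over the series, although these probes entered no count of genes. There is no control sample without such transcripts, and neither binding of transcripts from named genes to these probes nor expression of unannotated transcripts was tested.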

How the results depend on the processing

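The alternatives that used normexp and loess on the 10 matching arrays, on the 12 scanner files or with every background as deposited, and the centring of the series table, with or without a fold minimum, were chosen only after the data had been seen.

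Counts are given in the order day 0 to day 2, day 2 to day 4, day 4 to day 8, day 0 to day 8 and whole series, for which the reported values were 3049, 1911, 3821, 5728 and 5630. They were 1674, 1177, 2484, 3751 and 3546 with loess without background correction, 1462, 1054, 2230, 3391 and 3172 with normexp and loess, and 1578, 1063, 2212, 3791 and 3323 with normexp and median centring, all on 10 arrays. With every local background as deposited they were 1267, 432, 637, 1255 and 1758. The 12 scanner files as deposited gave 626, 995, 2199, 2758 and 2776, and with them the fixed list had 0 and 7 called genes at the first and second step, the correlation of the first 2 changes was -0.760, and the difference in share between these steps reversed to 0.555 points. The first step there includes the 2 files that do not match the series table, and the file of replicate 4 by itself makes that correlation more negative. The counts with every background as deposited differ from those with normexp and loess only through the 138 spots of very high background. For the remaining settings the cause was not tested. Without a fold minimum the counts were 10718, 6009, 12555, 10930 and 16115, or 9452, 5522, 11843, 10172 and 14977 after centring, and the treat test against 1.2-fold gave 6295 genes from day 4 to day 8, all of which ask for smaller changes. Every other alternative gave counts within 1.5 times the reported ones, including the separate-channel fit without the replicate block, which kept the correlation between the paired channels of a spot (2888, 2014, 3857, 5839 and 5628 genes). Fitting each step on its own 4 arrays gives no value for day 0 to day 8 or for the series. This separate-channel fit used 10 arrays and kept outlier spots.

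The differences in share (day 2 to day 4 minus day 0 to day 2, day 4 to day 8 minus day 2 to day 4, and day 4 to day 8 minus day 0 to day 2) lost their call in the settings with 10 arrays. They were -4.08, 8.09 and 4.01 points with the scanner software's ratios, -2.57, 5.79 and 3.22 with loess without background correction, -1.99, 5.14 and 3.14 with normexp and loess, and -0.520, 8.99 and 8.47 with normexp and median centring. With 2 arrays at the first step no p there can go below 0.0667, and adjustment over the 3 pairs raises the other. Without the filter on dim probes, the last of these differences was 3.33 points and not called, for which the cause was not tested. K-means with 5 groups held 77.4% and with 7 groups 82.8% of the variance, since more groups always hold more.

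Leaving out 1 replicate set at a time gave 2811 to 3046, 1659 to 1919, 3562 to 3842, 5013 to 5320 and 5363 to 5625 genes. The fixed list had 7 to 11, 11 to 12 and 11 to 13 called genes, and 7 to 8 set tests were called, with floral MADS genes from day 4 to day 8 added without replicate 1. Correlations ranged from -0.646 to -0.618 and from -0.175 to -0.167. Differences in share ranged from -5.81 to -4.75, from 7.11 to 8.65 and from 1.30 to 3.78 points, none of them called, since 3 against 3 arrays cannot go below 0.1.

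For 50 calls of named genes in 20 settings each, 947 of 1000 comparisons kept the direction and the call, 53 kept the direction only, and 0 reversed. In all 20 settings 29 of the 50 calls held. Among those that did not, NGA3 from day 0 to day 2 lost its call in 10 settings (-0.84 to -0.21), SAP from day 0 to day 2 in 8 (-0.83 to -0.32), SEP1 from day 2 to day 4 in 7 (0.78 to 0.83), AIL6 from day 4 to day 8 in 4 (-0.71 to -0.67) and PI from day 0 to day 2 in 3 (0.33 to 0.84). A single set decided the call where SEP1 was 0.81 without replicate 1, PI 0.84 without replicate 2, and SAP -0.75 and NGA3 -0.58 without replicate 4. AS2 from day 2 to day 4 was 0.29 with outlier spots kept and 0.44 in the separate-channel fit. The set tests made the same 7 calls in 10 of 13 alternatives. Floral MADS genes from day 4 to day 8 were added without the filter on dim probes, and the 12 scanner files as deposited lost floral MADS genes and added GRF genes from day 0 to day 2. Medians of the gene sets kept their sign in 13 alternatives, except the clock genes from day 0 to day 2 and the mitotic genes at the first 2 steps, all close to 0.

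The share of called genes that were higher moved with the scaling, to 79.3%, 21.4%, 84.8% and 73.8% for the 3 steps and day 0 to day 8 with normexp and loess. The median change of all probes was -0.11, 0.06 and -0.09 at the 3 steps, and after the median of each array was set to 0, 67.5% were higher from day 0 to day 2. With no fold minimum 35.6%, 57.4% and 40.8% were higher at the 3 steps, and 52.1%, 46.5% and 50.7% after centring. Signal over background limits what can be seen of dim genes: from 55.7% to 73.6% of probes were well above background per channel.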

Other observations

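Here the tests of the mismatched scanner files, of extracts shared between arrays, of a fault of the first slide, of clock genes turning back by day 4, of family members by synonym and of centring with no fold minimum were chosen only after the results were seen, and the WRKY, GST, ERF and CML families were picked from the most changed genes.

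The scanner files of replicates 3 and 4 of the day 0 to day 2 comparison differed from their columns of the series table. The file of replicate 3 correlated with its own column at 0.402 across the filtered probes, and at 0.645 with the column of day 4 to day 8 replicate 1. The file of replicate 4 correlated with its own column at 0.320, and at 0.660 with the column of day 2 to day 4 replicate 1. Whether the output of other hybridisations was deposited in their place stays open. Both values are the highest over the 8 columns of the other comparisons, both lie under the lowest correlation between arrays of the same comparison (0.661, mean 0.787), and no file equals any column. Wrong values in the series table are argued against by these columns, which correlated at 0.872 on average with those of replicates 1 and 2, while these correlated with each other at 0.842.

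The opposite changes of the first 2 steps (r = -0.642) do not come from the extracts in common alone, since arrays of different replicate sets gave a mean of -0.540. They do not rest on the WRKY, GST, ERF and CML families either. Without the 280 probes of these families r was -0.626, and without the 320 probes of genes with such a symbol or synonym -0.623, shifts smaller than the SD of 0.0468 between replicate sets.

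WRKY and GST genes were higher at day 2 than at days 0 and 4. By reference symbol, the median change of 56 WRKY genes was 0.41 at the first step, -0.27 at the second and 0.19 at the third, and that of 45 GST genes was 1.18, -0.41 and 0.88. For 22 ERF genes it was 1.00, -0.44 and 0.28, and for 8 CML genes 2.19, -1.86 and 1.61. These signs were the same in the 9 alternatives computed for families, with the GST median from day 2 to day 4 smallest at -0.11, with normexp and loess. Dye bias was argued against by the set medians of WRKY and GST genes, averaged within each dye orientation. The smallest of these averages was 0.37 at the first step. A single replicate set was argued against too, with a lowest set median of 0.35 in either family. A fault of the first slide would not lower these genes from day 2 to day 4, measured on other slides, where the GST median was -0.41. Touch genes, a set chosen beforehand, rose by a median of 3.10 at the first step and fell at the second, so a response to handling or to the treatment itself may contribute. Of the 7 touch genes, 2 belong to the WRKY or GST families and 6, counted by symbol or synonym, to any of the 4 families. They rose again from day 4 to day 8, and why a daily treatment would act unequally over the days was not tested. Collection of day 2 at another hour than days 0 and 4 is argued against, since the clock genes did not turn back by day 4. Their changes at the first 2 steps correlated at r = 0.83 over 9 genes, which are not independent replicates, with at least 0.809 without any of the genes and 0.335 to 0.880 between arrays of different replicate sets. From day 2 to day 4 CCA1 was at 0.47, LHY at 0.45, ELF4 at -0.46 and LUX at -0.05. All 4 had the opposite sign from day 4 to day 8, with CCA1 at -0.68, LHY at -1.09, ELF4 at 0.82 and LUX at 0.42. Another hour of collection at day 8 therefore stays open. The methods of the study give a fixed hour of collection, and an hour that differed on each day was not excluded by the values. The clock genes as a set had an adjusted p of 0.654 at the first step, but its members moved both ways, with CCA1 at 1.37 and LHY at 0.44 against ELF4 at -0.56 and LUX at -0.37. CCA1 and LHY are morning genes and ELF4 and LUX evening genes, a division made after their values were seen, so that a shift in phase from day 0 to day 2 and no shift cannot be told apart from the set test. No array carries a mock-treated sample of the same day, so that treatment, handling and APETALA1 activity were not separated, and a biological response stays open. By the methods the day 0 tissue was collected directly after the mock solution was applied. It is therefore no control for a response to handling that appears later.

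More called genes were higher than lower from day 4 to day 8. Whether centring by the scanner software contributes stays open. All 4 array medians of this step were below 0 (-0.11 to -0.05), so that setting them to 0 has to raise the share, here to 75.9%, and this does not test the zero point. With no fold minimum 40.8% were higher, and 50.7% after the same centring. No biological explanation was tested.

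When the signs of the 4 arrays of a step were reversed in every possible way, 1 of 8 splits, the real one, gave as many genes from day 0 to day 2, 1 of 8 from day 2 to day 4, and 1 of 8 from day 4 to day 8. With 8 splits the share is never under 0.125, so the splits on their own do not exclude chance. The other splits gave at most 1, 2 and 34 genes, against 3049, 1911 and 3821, and the estimates from replicates 1 and 2 correlated with those from replicates 3 and 4 at 0.942, 0.863 and 0.884, which argues against chance at each step. For the series, 1 of 100 splits drawn from the signs of the 12 arrays, the real one, gave as many genes, and the highest of the other splits gave 4969, so chance can be excluded there.

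CRC (-0.52), SHN1 (-0.78) and NGA3 (-0.89) were lower at day 2 than at day 0, although CRC and SHN1 were not called. The sum of the steps was above 0 by day 8 in the group that holds these genes (3.87).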
